A study of Homo sapiens with 226 samples. Its data were reported in "Integrated analysis of genome-wide miRNAs and targeted gene expression in esophageal squamous cell carcinoma (ESCC) and relation to prognosis" (2020).

How the data were processed

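Total RNA of tumor tissue and matched normal esophageal tissue of 113 patients had been hybridized to 226 Affymetrix arrays of 3 types. The values deposited by the authors were in log2, made with the robust multi-array average (RMA), and the notes of the U133A 2.0 arrays name Affymetrix Expression Console 1.2.1. The deposited table of 22277 probe sets common to the chip types held the same values as the tables of each chip type (largest difference 0). The chip types had therefore been normalized separately, and a joint normalization of their probes was not seen in the values. Differences were taken within a patient, except for 1 averaged pair described below. The precision is limited by the number of arrays. The miRNA, survival and other clinical data of the study were not analysed here.

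Array groups and pairs were taken from the labels. Patient pairing was checked on 100 probe sets that tied tumor to normal in another chip type, which was U133A 2.0 for U133 Plus 2.0. The probe sets were chosen there after 10 principal components were removed. The check itself used values with no component removed. The tumor array was closest to its own normal array for 28 of 34 patients on U133A, 47 of 73 on U133A 2.0 and 5 of 6 on U133 Plus 2.0. Over all probe sets it was closest for 13 of 34, 20 of 73 and 2 of 6. A first form of the check with 60 probe sets, chosen with no components removed, paired 23 of 34 and 24 of 73. It was replaced after that was seen. For the patients with near-identical tumor arrays, the tumor arrays and the normal arrays were each averaged and counted as 1 pair.

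The 62 control probe sets were left out, which left 22215. Of these 19064 named 1 gene, 1043 named several and 2108 named none or a gene outside the reference gene table, which follows assembly GRCh38.p14 and was used for names and chromosomes alone. A gene's value was the mean log2 value of the probe sets that named that gene alone, for 11939 genes. Of the 32398 probe sets found only on U133 Plus 2.0, 22026 named 1 gene. Genes that this annotation does not name are not reported here, and 1 planned relation that needed such a gene was not computed.

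The comparisons, the gene and marker lists, the thresholds and most alternatives were fixed before the data were examined. Several of the lists hold genes that the study had reported as changed in these patients. Within-patient log2 differences (tumor minus normal) were tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided). A gene or probe set was called at an absolute log2 change of 1 or more and a Bonferroni-adjusted p under 0.05, and counts at Benjamini-Hochberg 0.05 with no limit on fold were given too. The batch difference was tested with limma on the same differences at Benjamini-Hochberg 0.05. Probe sets found only on U133 Plus 2.0 were called at 2-fold and Benjamini-Hochberg 0.05. XIST and Y-linked genes were left out of the tests and lists.

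Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, adjusted over the 26 lists. They covered squamous differentiation, basal keratinocytes, cell cycle, collagen and matrix, metalloproteinases, cancer testis antigens, interferon response, glycolysis, xenobiotic metabolism, 3 chromosome regions, 3 sets of genes chosen by the study, and markers of smooth muscle, skeletal muscle, gland, endothelium, lymphocytes, myeloid cells, neutrophils, mast cells, nerve and adipocytes. Relations between changes were tested with 100000 permutations (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15), or exactly among 6 pairs, and figures were drawn with matplotlib 3.10.9. RNA quality was the mean 3′ minus 5′ log2 value of the GAPDH and ACTB control probe sets.

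Genes were named by a fixed rule: the 10 largest increases and 10 largest decreases among called genes, the most changed and survival-linked genes the study names, up to 4 most changed and 2 least or oppositely changed members of each list, the 10 largest SDs, and the 5 largest batch differences in each direction.

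The comparisons were tested on simulated data built from the residuals of the fitted values, with changes given to 200 genes. Each change was equal in every pair that received it, unlike real changes, which vary between patients. For genes and probe sets 100% of changes of 1.5 and 3 (log2) were recovered, 0% of changes of 0.5, which lie below the fold limit, and 0 unchanged genes were called by limma. For the batch difference 74.6% of differences of 0.5 were recovered, and 1 unchanged gene was called. Alternatives changed the test, the patient block, the normalization, the gene summary, a limit of 5 on the mean log2 value, the fold, the chip types used, array weights and the pairs used.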

Results

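Gene expression was measured in esophageal squamous cell carcinoma (ESCC) and in matched normal esophageal tissue of 113 patients. Each patient gave 1 Affymetrix array of tumor and 1 of normal tissue. U133A chips carried 34 pairs, all with Trizol extraction. U133A 2.0 chips carried 73 pairs and U133 Plus 2.0 chips carried 6 pairs, all with AllPrep extraction. The values of each chip type had been normalized separately, so each difference below was taken within a chip type and, except for 1 averaged pair, within a patient. The median array median was 6.90 on U133A, 5.67 on U133A 2.0 and 5.77 on U133 Plus 2.0 (log2). Tumor arrays of 2 patients on U133A 2.0 differed by an SD of only 0.106 (log2, r = 0.999), below the 0.229 of the next closest arrays of different patients. The tumor arrays of these 2 patients were averaged, as were their normal arrays, and counted as 1 pair, which left 112 pairs. Without the patient whose tumor array matched the other patient, a setting chosen after seeing the data, 604 genes were called. The number of pairs limits the precision of each value.

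The first comparison asked which genes differed between tumor and normal tissue. The collagenase MMP1 (NCBI Gene 4312, chromosome 11) had the largest increase, 4.87 ± 0.25 (log2, SE, n = 112 pairs), which is 29.1-fold, and was higher in tumor in 108 pairs (limma, Bonferroni-adjusted p = 1.79e-34). On U133A 2.0 its mean log2 level was 9.02 ± 2.54 (SD) in tumor and 3.98 ± 1.75 in normal tissue. The secreted matrix protein SPP1 (NCBI Gene 6696, chromosome 4) rose 14.5-fold and was higher in 109 pairs. CRISP3 (NCBI Gene 10321, chromosome 6), which encodes a secreted cysteine-rich protein, had the largest decrease, with a log2 change of -5.22 ± 0.33 and a lower value in 103 pairs (adjusted p = 1.16e-26). CRNN (NCBI Gene 49860, chromosome 1), which encodes the squamous envelope protein cornulin, changed by -4.58 ± 0.35 and was lower in 99 pairs. After MMP1 and SPP1, the largest increases were those of MMP12 (3.15), COL11A1 (3.12), MAGEA6 (2.93), MMP10 (2.65), COL1A2 (2.40), CST1 (2.39), COL10A1 (2.31) and COL5A2 (2.24). This order rests on means over probe sets, which for some genes differ widely, as between -0.05 and 3.28 for the 4 probe sets of COL1A1 and between 0.65 and 3.27 for the 2 of POSTN. After CRISP3 and CRNN, the largest decreases were those of MAL (-4.46), TGM3 (-4.13), CLCA4 (-4.05), SCEL (-4.05), CRCT1 (-3.94), SLURP1 (-3.74), TMPRSS11E (-3.64) and FLG (-3.53).

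Of 11939 genes tested, 286 rose and 321 fell at a change of 2-fold or more and a Bonferroni-adjusted p under 0.05. With the Benjamini-Hochberg adjustment and no limit on fold, 4189 genes were higher and 4458 were lower. The sign was the same on all 3 chip types for 602 of the 607 called genes. These genes were called on the pairs of all chip types together, so this agreement and the shares below are partly built in. The shares also depend on the number of pairs of each chip type. Of the called genes, 62.4% were also called in the U133A pairs alone, 94.2% in the U133A 2.0 pairs alone and 0% in the 6 U133 Plus 2.0 pairs alone (limma; 1809 genes at unadjusted p under 0.05 there). Over the alternatives that called genes, the share of called genes that rose ran from 39.6% to 53.4%. Several probe sets measured 156 of the called genes, and 1 of those had probe sets of opposite sign. At the level of probe sets, 485 of 22184 rose and 536 fell. They named 353 single genes that rose and 384 that fell. At Benjamini-Hochberg 0.05, 7237 probe sets were higher and 8312 were lower. Another 92 called probe sets named no gene or several genes.

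**Figure D1:**
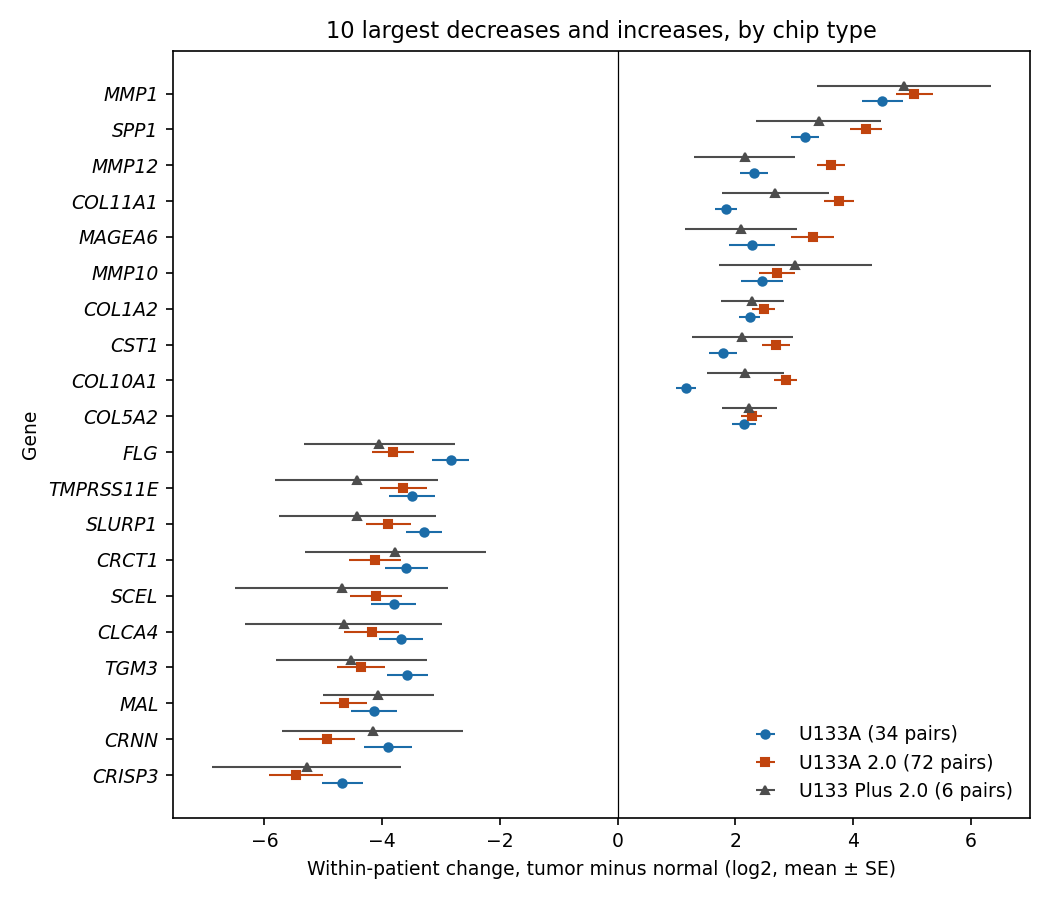
Mean within-patient change (tumor minus normal, log2, horizontal axis) with its SE for the 10 genes that fell most and the 10 that rose most, with 1 symbol per chip type (34, 72 and 6 pairs). MMP1 lies at 4.50 on U133A, 5.04 on U133A 2.0 and 4.86 on U133 Plus 2.0, and COL11A1 lies at 1.84, 3.75 and 2.68.

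The ratio of 3′ to 5′ signal of GAPDH and ACTB, a sign of RNA degradation, was also compared between the tissues. The mean 3′ minus 5′ value was 1.38 ± 0.90 (log2, SD) in tumor and 1.09 ± 0.75 in normal tissue (n = 112 pairs). The within-patient difference was 0.29 ± 0.55 (SD), and it was above 0 in 85 pairs (two-sided sign permutation p = 1e-05, the smallest these permutations can give). The difference was 0.15 in the U133A pairs (p = 1e-05), 0.33 in the U133A 2.0 pairs (p = 2e-05) and 0.53 in the 6 U133 Plus 2.0 pairs (exact permutation p = 0.125). The control genes differed in size, with 0.16 for GAPDH (p = 0.00035) and 0.42 for ACTB (p = 1e-05) over all pairs, and on U133A with 0.045 for GAPDH (p = 0.126) and 0.26 for ACTB (p = 1e-05). Every tumor change described above and below was measured on arrays with this difference, and no call of tumor against normal was adjusted for it.

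Squamous differentiation genes, which build the upper layers of the esophageal lining, fell together. Of 38 measured members 36 fell and 0 rose (limma; 0 were higher and 37 lower at unadjusted p under 0.05), and 37 fell when adjusted over the list alone. The median change was -2.36. Other lists hold 8 of the 38. The genes that the study names as most down-regulated in these patients are all members, so the direction of the list is not wholly independent evidence. Besides the genes already named, KRT13, a keratin of that lining, changed by -2.76 ± 0.31 and was lower in 97 pairs. The desmosomal plaque protein PPL changed by -2.53 ± 0.20. S100A8 had a mean change of 0.09 ± 0.14 over 2 probe sets of opposite sign, -0.74 and 0.91, and was not called. Camera gave the list an adjusted p of 1.81e-16 (adjusted p = 0.290 with an estimated correlation). The mean of the list was not lower in tumor in 17 of 112 pairs. In 18 of 113 normal arrays the basal keratinocyte list lay 1 or more (log2) below the median normal array of its chip type. Of these, 15 were on U133A 2.0, 2 on U133A and 1 on U133 Plus 2.0.

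Basal squamous keratinocyte genes were mixed. Of 17 measured members 3 rose and 0 fell (limma; 9 were higher and 4 lower at unadjusted p under 0.05). These were LAMB3 (1.82), CDH3 (1.72) and ITGA6 (1.44), which encode a laminin chain, a cadherin and an integrin. Adjusted over the list alone, 4 rose and 1 fell. The added rise was that of KRT14 (1.22 ± 0.28), and the fall was that of DSG3 (-1.16 ± 0.26, lower in 90 pairs). KRT15 had a change of -0.97 ± 0.27, which is under the fold limit. None of KRT14, DSG3 and KRT15 was called over all genes. In camera the list had an adjusted p of 0.0639 (adjusted p = 0.594 with an estimated correlation).

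Cell cycle and proliferation genes rose, with 42 of 55 measured members called higher and 0 lower (limma; 55 higher and 0 lower at unadjusted p under 0.05). The count adjusted over the list alone was also 42. The cytokinesis factor ECT2 changed by 2.13 ± 0.11, TOP2A, a topoisomerase, by 1.96 ± 0.15, the replication factor RFC4 by 1.76 ± 0.09 and DTL by 1.74 ± 0.11. E2F1 (0.34) and BUB1 (0.42) had the smallest mean changes and were not called, although the 5 probe sets averaged for BUB1 ran from -0.03 to 1.72. The mean of the list was higher in tumor in 105 of 112 pairs. For this list camera's adjusted p was 7.31e-29 (adjusted p = 0.156 with an estimated correlation).

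Collagen and matrix genes rose as well. Of 34 measured members 24 rose and 0 fell (limma; 31 higher and 1 lower at unadjusted p under 0.05), and 24 rose when adjusted over the list alone. COL1A1, a chain of type I collagen, changed by 1.71 ± 0.08 and was higher in 110 pairs, and POSTN, a matrix protein of activated fibroblasts, changed by 1.96 ± 0.13. COL8A1 (0.04) and DCN (-0.27) were not called. The adjusted camera p was 3.34e-18 (adjusted p = 0.156 with an estimated correlation). Among 15 metalloproteinases and inhibitors 8 rose and 0 fell (limma; 11 higher and 3 lower at unadjusted p under 0.05), and 8 rose when adjusted over the list alone. MMP3, which degrades matrix proteins, changed by 2.18 ± 0.20, and the inhibitor TIMP2 had a change of -0.79 ± 0.08 and was not called. Camera gave the list an adjusted p of 1.91e-04 (adjusted p = 0.156 with an estimated correlation).

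Cancer testis antigens, which healthy adult tissue expresses mainly in the testis, included 6 of 16 measured members that rose and 0 that fell (limma; 10 higher and 2 lower at unadjusted p under 0.05), with 6 adjusted over the list alone. MAGEA6 was higher in 90 of 112 pairs, MAGEA11 changed by 1.63 ± 0.19 and PRAME by 1.10 ± 0.14. MAGEA8 had a change of -0.09 ± 0.02. In camera the list had an adjusted p of 0.0692 (adjusted p = 0.497 with an estimated correlation). Interferon response and antigen presentation genes rose in 15 of 38 cases and fell in 0 (limma; 35 higher and 1 lower at unadjusted p under 0.05), with 15 adjusted over the list alone. The ubiquitin-like protein ISG15 changed by 2.12 ± 0.15, the chemokine CXCL10 by 1.85 ± 0.18 and IFI6 by 1.62 ± 0.13. OAS1 (-0.14) and GBP2 (-0.20) were not called. For this list camera's adjusted p was 1.27e-10 (adjusted p = 0.326 with an estimated correlation).

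Genes of alcohol and xenobiotic metabolism fell in 14 of 40 measured cases and rose in 0 (limma; 3 higher and 29 lower at unadjusted p under 0.05), with 14 adjusted over the list alone. CYP4B1, a cytochrome P450, changed by -2.58 ± 0.20, the sulfotransferase SULT2B1 by -2.06 ± 0.17, the alcohol dehydrogenase ADH1B by -2.04 ± 0.14 and CYP3A5 by -1.93 ± 0.16. The aldo-keto reductases AKR1C1 (0.82) and AKR1C3 (0.47) were not called. The adjusted camera p was 2.22e-07 (adjusted p = 0.156 with an estimated correlation). Of 23 glycolysis and hypoxia genes 2 rose and 0 fell (limma; 13 higher and 4 lower at unadjusted p under 0.05), with 2 adjusted over the list alone. They were the collagen hydroxylase P4HA1 (1.05) and the glucose transporter SLC2A1 (1.01). BNIP3 had a change of -0.51 and was not called. Camera gave the list an adjusted p of 0.0588.

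Genes of chromosome regions often altered in copy number in ESCC were examined as 3 lists. At 11q13, 3 of 8 measured genes rose and 0 fell (limma; 6 higher and 0 lower at unadjusted p under 0.05), with 3 adjusted over the list alone. ANO1, a chloride channel, changed by 1.98 ± 0.21, PPFIA1 by 1.33 ± 0.13 and the death domain adaptor FADD by 1.31 ± 0.12. CTTN (0.67) and FGF4 (-0.04) were not called. In camera the list had an adjusted p of 0.0435 (adjusted p = 0.400 with an estimated correlation), and 0.0790 without the pairs with a low basal list in the normal array, a setting chosen after seeing the data. At 3q26 to 3q29, 4 of 17 measured genes rose and 0 fell (limma; 15 higher and 1 lower at unadjusted p under 0.05), with 4 adjusted over the list alone. The 4 were ECT2, RFC4, the transferrin receptor TFRC (1.46) and ACTL6A (1.27), and 2 of them also belong to the cell cycle list. The transcription factor SOX2 had a change of 0.06 ± 0.08 and was higher in 56 of 112 pairs. For this list camera's adjusted p was 3.90e-07 (adjusted p = 0.228 with an estimated correlation). At 9p21, 0 of 5 genes passed, also when adjusted over the list alone (limma; 1 higher and 2 lower at unadjusted p under 0.05), with CDKN2A at 0.32 ± 0.10 and CDKN2B at -0.30 ± 0.04. The adjusted camera p was 0.515, and the 3 probe sets averaged for CDKN2A ran from -0.12 to 0.65. CDKN2A was lower in 60 of 112 pairs and higher in 52, so its positive mean came from the smaller number of pairs.

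The study chose 3 further lists on these patients, so they are not independent evidence of their direction. The squamous differentiation, collagen, metalloproteinase and cancer testis lists above also hold genes that the study names among its most changed. The directions of those lists are therefore not wholly independent of the study either. Of the 8 genes linked to survival, 1 rose and 0 fell (limma; 5 higher and 2 lower at unadjusted p under 0.05), also when adjusted over the list alone. EZH2, a histone methyltransferase, changed by 1.10 ± 0.12, which is 2.14-fold, and was higher in 100 of 112 pairs (adjusted p = 4.91e-12). CHAF1A (0.56), ASXL1 (0.32), SUPT7L (0.29), TGOLN2 (0.08), NF1 (0.03), HSPA4 (-0.28) and BAIAP2 (-0.51) were not called. Camera gave the list an adjusted p of 0.201. The cell cycle list also holds 2 of the 8. Survival itself was not analysed here. Of 14 genes most correlated with miR-203, those printed in the study's text and not its full set, 8 fell and 0 rose (limma; 0 higher and 14 lower at unadjusted p under 0.05), and 10 fell when adjusted over the list alone. They included PPL, IL1RN (-2.20), GLTP (-1.82) and EVPL (-1.77), and 7 of the 14 are also in the squamous differentiation list. For these genes alone camera gave an adjusted p of 3.53e-06 (adjusted p = 0.373 with an estimated correlation), and the full set was not tested here. Of 39 genes correlated with other miRNAs, also taken from the text alone, 5 rose and 1 fell, also when adjusted over the list alone (limma; 21 higher and 10 lower at unadjusted p under 0.05). Other lists hold 17 of the 39. CXCL8 (1.77), CXCL13 (1.49) and PSMB9 (1.31) rose and IL1RN fell. For this list camera's adjusted p was 0.0639. The miRNA values were not analysed here.

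Marker genes of other cell types in the tissue were followed in further lists. Smooth muscle markers fell in 6 of 14 cases and rose in 0 (limma; 0 higher and 13 lower at unadjusted p under 0.05), with 6 adjusted over the list alone. CNN1 changed by -1.38 ± 0.19, MYH11, a smooth muscle myosin, by -1.32 ± 0.17, and ACTG2 by -1.27 ± 0.20. The adjusted camera p was 0.00460 (adjusted p = 0.578 with an estimated correlation), and 0.1115 without the pairs with a low basal list in the normal array. Of 18 macrophage and myeloid markers, the complement gene C1QB rose (1.11 ± 0.10) and 0 fell (limma; 15 higher and 0 lower at unadjusted p under 0.05), with 1 adjusted over the list alone. FCER1G (0.92) and TYROBP (0.81) were not called. Camera gave the list an adjusted p of 1.92e-04 (adjusted p = 0.400 with an estimated correlation). Among 10 neutrophil markers the chemokine CXCL8 rose while its receptor gene CXCR2 (-2.58 ± 0.20) and S100A12 (-1.64 ± 0.23) fell, and the same counts came when adjusted over the list alone (limma; 4 higher and 5 lower at unadjusted p under 0.05). The median change of the list was 0.00 and its mean was -0.16 (camera adjusted p = 0.771). S100A12 is also in the squamous differentiation list. FCGR3B, another of the neutrophil markers, had a change of 0.76 ± 0.09, was higher in 93 pairs and was not called.

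No mast cell marker of 6 was called by limma, also when adjusted over the list alone (0 higher and 6 lower at unadjusted p under 0.05), with TPSB2 at -0.79 ± 0.10 and KIT at -0.75 ± 0.12 (camera adjusted p = 0.0305, adjusted p = 0.424 with an estimated correlation). Camera's adjusted p for these markers was 0.125 without the pairs with a low basal list in the normal array and 0.0547 without the patient block. No T and NK lymphocyte marker of 17 was called by limma, also when adjusted over the list alone (7 higher and 0 lower at unadjusted p under 0.05), with GZMB at 0.88 and CD3E at -0.07 (camera adjusted p = 0.222). B and plasma cell markers gave 0 calls of 15 with limma, also when adjusted over the list alone (7 higher and 3 lower at unadjusted p under 0.05), with POU2AF1 at 0.80 and JCHAIN at -0.70 (camera adjusted p = 0.327). Endothelial markers gave 0 calls of 13 with limma, also when adjusted over the list alone (1 higher and 5 lower at unadjusted p under 0.05), with CLDN5 at -0.63 and VWF at -0.59 (camera adjusted p = 0.332). Adipocyte markers gave 0 calls of 8 with limma, also when adjusted over the list alone (0 higher and 5 lower at unadjusted p under 0.05), with ADIPOQ at -0.35 (camera adjusted p = 0.309). Skeletal muscle markers gave 0 calls of 18 with limma, also when adjusted over the list alone (2 higher and 2 lower at unadjusted p under 0.05), with TNNT1 at 0.64 and PYGM at -0.65. Their median change was -0.03 and their mean was 0.02 (camera downward, adjusted p = 0.963), and camera's direction turned upward with arrays centred on their medians (p = 0.948), without the pairs with a low basal list in the normal array (p = 0.678) and in the U133 Plus 2.0 pairs alone (p = 0.00037, list median 1.51). Of 9 Schwann cell and enteric nerve markers UCHL1 rose (1.62 ± 0.19) and 0 fell (limma; 1 higher and 5 lower at unadjusted p under 0.05), with 1 adjusted over the list alone and CDH19 at -0.88 (camera adjusted p = 0.267). Of 19 gland and mucous markers the mucin MUC5B fell (-1.01 ± 0.11) and 0 rose (limma; 2 higher and 13 lower at unadjusted p under 0.05), with 1 adjusted over the list alone and KRT8 at 0.93 (camera adjusted p = 0.0725).

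**Figure D2:**
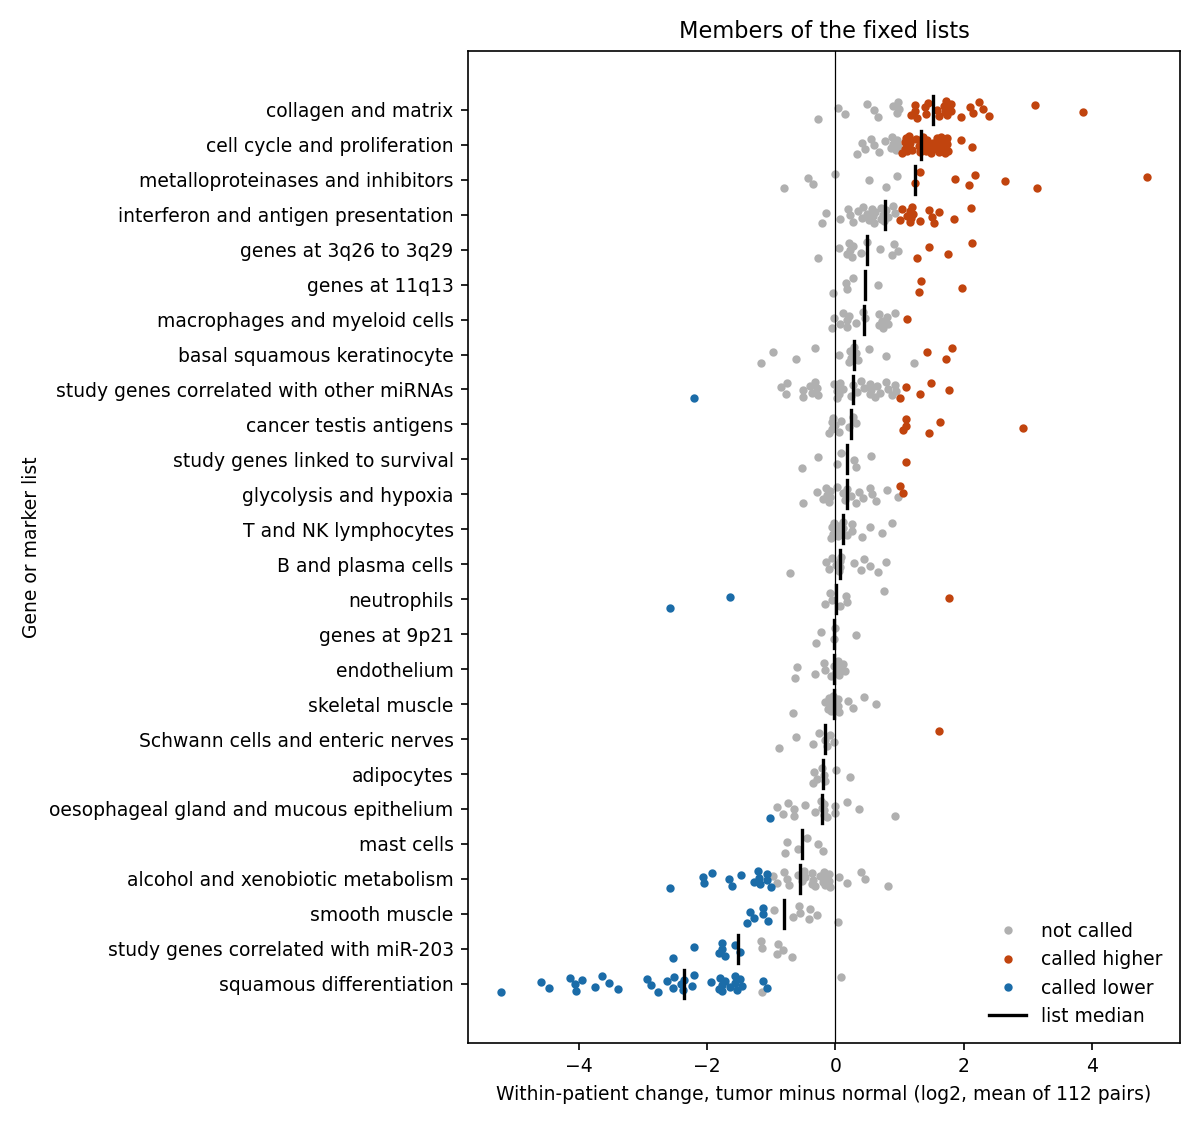
Mean within-patient change over 112 pairs (tumor minus normal, log2, horizontal axis) of each measured member of the 26 gene and marker lists, with called genes in color and a bar at the list median. The squamous differentiation list has a median of -2.36, and the collagen and matrix list has a median of 1.52.

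Over the 26 lists, 12 passed Benjamini-Hochberg 0.05 with the preset correlation of 0.01 in camera. With an estimated correlation 0 lists passed, 5 had an unadjusted p under 0.05, and fry, which does not compare a list with other genes, called 23. On simulated data with no change the preset correlation still called 7 of the 26 lists.

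The SD of the within-patient change across patients was largest for CRNN, at 3.73, and was 3.68 for the antimicrobial protein S100A7, whose mean change of 0.68 ± 0.34 was not called (higher in 64 pairs and lower in 48). It was 3.34 for KRT13, 3.34 for the protease inhibitor SERPINB3, with a mean change of -2.18 ± 0.31, and 3.33 for SERPINB4. SPRR1B, with an SD of 3.24 and a change of -1.14 ± 0.30, was not called.

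The second comparison asked whether the tumor change differed between the 34 U133A pairs and the 72 U133A 2.0 pairs. COL11A1 rose by 1.84 ± 0.19 on U133A and by 3.75 ± 0.25 on U133A 2.0, a difference of -1.91 ± 0.39 (limma, adjusted p = 9.2e-04). COL10A1, another collagen gene, differed by -1.70, the cytidine deaminase APOBEC3B by -1.70, ZIC1 by -1.42 and SNX10 by -1.36. The 5 largest positive differences were those of genes that fell. CXCR2 had a change of -1.38 ± 0.13 on U133A and of -3.04 ± 0.27 on U133A 2.0, a difference of 1.67 ± 0.41 (adjusted p = 0.00694). FCER1A, a chain of the IgE receptor, differed by 1.51, BBOX1 by 1.34, SYNPO2L by 1.28 and the glycogen synthase GYS2 by 1.26. In all, 432 of 11939 genes differed at Benjamini-Hochberg 0.05. Of these, 382 changed in the same direction on both chip types, and 374 of the 382 changed less on U133A. The other 50 had opposite signs. Among the 607 called genes 518 had the smaller change on U133A and 68 passed the test of the difference. These genes were called on all pairs together, most of them on U133A 2.0, which favours genes with a large change there. The count of 518 and the slopes over called genes are therefore partly built in. The slope of U133A changes on U133A 2.0 changes across the called genes, which are not independent replicates, was 0.777. It was 0.614, 0.811 and 0.895 for called genes of low, middle and high level. With mean log2 values under 5 left out, 269 genes differed. Without the pairs whose normal array had a low basal keratinocyte list, a setting chosen after seeing the data, 1783 genes differed and the slope was 0.714. Those pairs were uneven, with 15 on U133A 2.0, 2 on U133A and 1 on U133 Plus 2.0. The 3′ minus 5′ value of a pair's arrays also differed, with a mean of 0.28 on U133A and 1.68 on U133A 2.0 (two-sided permutation p = 2e-05). Chip type, RNA extraction and patients coincided and cannot be told apart.

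**Figure D3:**
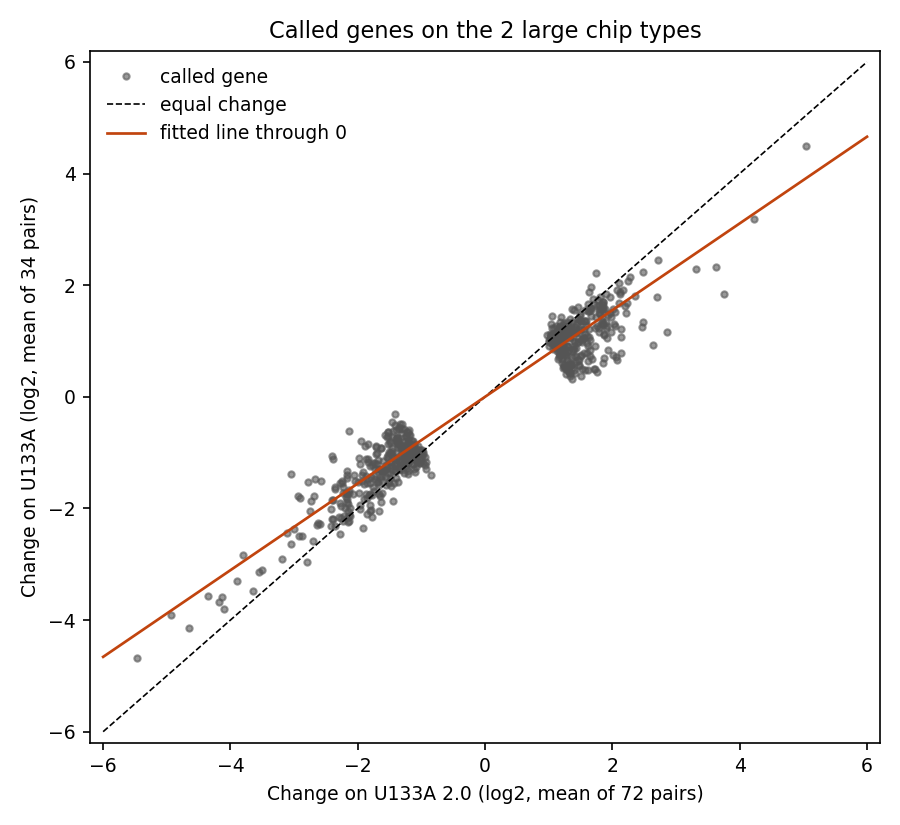
Mean within-patient change of each of the 607 called genes on U133A (34 pairs, vertical axis, log2) against U133A 2.0 (72 pairs, horizontal axis, log2), with a dashed line of equal change and a fitted line through 0. The fitted line has a slope of 0.777, below the line of equal change. The genes were called on all pairs together, most of them on U133A 2.0, so this slope is partly built in.

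The third comparison covered 32370 probe sets found only on U133 Plus 2.0, in 6 pairs. No probe set was called by limma at 2-fold and Benjamini-Hochberg 0.05, and 3288 had an unadjusted p under 0.05. The fit without the patient block also called 0, with 3487 at unadjusted p under 0.05. On simulated data of that size the test recovered 76.1% of changes of 1.5 (log2) and 98.5% of changes of 3. Those changes were equal in every pair. Real changes varied, as that of MMP1, which all chip types measure, did in these 6 pairs (4.86 ± 1.48, SE). The 0 calls therefore do not show that large changes were absent. In 1 of the 6 pairs the tumor and normal arrays nearly coincided, with r = 0.995 over the common probe sets. The median within patients on this chip type was 0.907. Without that pair, a setting chosen after seeing the data, limma also called 0 probe sets in 5 pairs (3055 at unadjusted p under 0.05). Pairs with an array nearer the mean profile of the other tissue were left out in a setting chosen after seeing the data. Then 4 pairs remained, and limma called 598 probe sets, 130 higher and 468 lower. The pairs left out were picked by their likeness to the tissue profiles on these same arrays, which favours such calls. The 598 calls are therefore partly built in.

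The last comparison asked which changes went together across patients, over 112 pairs. Of 10 planned relations 9 were computed, and 8 passed Benjamini-Hochberg 0.05. For those 8 the two-sided permutation p of Pearson's r was 1e-05, the smallest these permutations can give, before and after adjustment. The p of rho was also 1e-05, except for MMP1 (2e-05, adjusted 2.25e-05). EZH2 followed the cell cycle list without EZH2, with r = 0.841 and rho = 0.740 (U133A r = 0.542, U133A 2.0 r = 0.833). The difference between these chip types had a permutation p of 0.0116 and an adjusted p of 0.0522. CCND1 followed its 11q13 neighbours, with r = 0.643 and rho = 0.658 (U133A r = 0.557, U133A 2.0 r = 0.674). B and plasma cell markers followed T and NK lymphocyte markers, with r = 0.687 and rho = 0.648 (U133A r = 0.657, U133A 2.0 r = 0.676). Interferon and antigen presentation genes followed the lymphocyte markers, with r = 0.577 and rho = 0.568 (U133A r = 0.624, U133A 2.0 r = 0.559). MMP1 followed the collagen and matrix list, with r = 0.485 and rho = 0.449 (U133A r = 0.339, adjusted p = 0.0560, and U133A 2.0 r = 0.526). The collagen and matrix list followed smooth muscle markers, with r = 0.418 and rho = 0.443 (U133A r = 0.555, U133A 2.0 r = 0.410).

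Squamous differentiation genes went against the collagen and matrix list, with r = -0.527 and rho = -0.526 (U133A r = -0.411, U133A 2.0 r = -0.528). On U133A its rho was -0.335 and did not pass (permutation test, adjusted p = 0.0603). Squamous differentiation genes also went against smooth muscle markers, with r = -0.457 and rho = -0.401. The smooth muscle relation was -0.472 on U133A 2.0 but -0.117 on U133A (permutation p = 0.508), where it did not pass. Without the pairs whose normal array had a low basal keratinocyte list it was -0.290 (94 pairs, adjusted p = 0.00494). The difference between the chip types had a permutation p of 0.0795 and an adjusted p of 0.238. Squamous differentiation and cell cycle genes had no relation over all pairs (r = 0.127, permutation p = 0.183, rho = -0.0343, p = 0.715). On U133A alone r was -0.571 (adjusted p = 0.00133) and on U133A 2.0 it was 0.118 (p = 0.326), a difference with a permutation p of 0.00673 and an adjusted p of 0.0522. Without the pairs whose normal array had a low basal keratinocyte list, a setting chosen after seeing the data, r was -0.288 (94 pairs, adjusted p = 0.00494). Without the 2 pairs farthest from the median of the x measure the 9 values of r ranged from -0.517 to 0.820, and the same 8 relations passed. Among the 6 U133 Plus 2.0 pairs 0 relations passed, and 4 had an exact permutation p under 0.05 before adjustment.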

Values the study reported

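The study reported 818 genes with dysregulated expression in tumor compared with normal tissue, of which 422 were down-regulated and 396 were up-regulated. The fold changes of single genes that it gave included 2.50 for PSMB9, 2.80 for CXCL13, 2.10 for EZH2, 0.17 for PPL and 0.29 for EVPL.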

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

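Among the tests of the batch difference, those on the RNA quality level of the chip types and on RNA extraction and patients were chosen only after the result was seen, as was quantile normalization of all arrays as an alternative.

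The tumor change differed between the U133A and U133A 2.0 pairs for 432 genes by limma's test of the difference itself. The difference (U133A minus U133A 2.0, log2) was -1.91 for COL11A1, -1.70 for APOBEC3B, -1.70 for COL10A1, -1.42 for ZIC1, -1.36 for SNX10, -1.305 for MMP12, -0.62 for FCGR2A and -0.28 for BUB1, which rose or were higher in tumor. It was 0.65 for ACOX2, 1.26 for GYS2, 1.28 for SYNPO2L, 1.34 for BBOX1, 1.51 for FCER1A and 1.67 for CXCR2, which were lower in tumor. In 100 splits of the pairs into batches of these sizes, the real one included, only the real one (1) gave as many genes, and the highest of the others gave 10, so chance can be excluded.

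The pattern weighed is the smaller change on U133A, where the slope over the 607 called genes was 0.777. It was 0.614, 0.811 and 0.895 for called genes of low, middle and high level. The calls rested mostly on U133A 2.0 pairs, which favours genes with a large change there, so these slopes are partly built in. A tumor to normal difference in RNA quality is argued against as the whole cause, since with it as a covariate 314 genes still differed, 279 of them changed less on U133A, and the slope was 0.821. A narrower range of the separately normalized U133A values may account for the general shrinkage, since the slope was 0.974 after quantile normalization of all arrays together. Even so, 403 genes still differed and 188 of them changed less on U133A. This normalization gives all arrays the same range of values, whatever narrowed it. It therefore cannot separate the chip type from the explanations left open below. The level of RNA quality (3′ minus 5′ value, U133A minus U133A 2.0, -1.40), RNA extraction and the patients themselves stay open and cannot be told apart, since all 34 U133A pairs had 1 extraction method. Pairs with a low basal list in the normal array were also uneven, with 15 on U133A 2.0 and 2 on U133A. Without them, a setting chosen after seeing the data, the slope was 0.714.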

How the results depend on the processing

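The alternatives that left out pairs by a low basal list, by nearness to the other tissue or by the closest arrays, the separate count of all 113 pairs, quantile normalization for the batch difference, and single control genes or chip types for RNA quality were chosen after seeing the data. The per-chip value tables held the same values as the common table, so that alternative has no separate result. Without the patient block (pairing) 602 genes were called, all among the 607, the mast cell list lost its call (p = 0.0547), and 596 were called after quantile normalization. For the 13 values that answer a comparison, each taken under each of its alternatives, 158 outcomes stayed within their limits, 21 moved and 1 became weaker. The higher share of called genes, 47.1%, was 53.4% of 639 with the ratio of arithmetic means, 52.5% of 711 in the U133A 2.0 pairs alone and 39.6% of 665 without pairs with a low basal list, which shared 518 of the 607. Of genes changed between tumor and normal, higher counts were 190 without _x_at and _s_at probe sets (for genes changed between tumor and normal, higher at Benjamini-Hochberg 0.05, 2607), with 8349 genes tested. U133A pairs alone, which are fewer, gave 185 genes and 314 probe sets that rose. The 6 U133 Plus 2.0 pairs alone gave 0 genes and 0 probe sets by limma in both directions at both adjustments (1809 genes and 3233 probe sets at unadjusted p under 0.05), 0 relations (4 unadjusted) and an RNA quality difference of 0.530 (exact permutation p = 0.125). Equal weight to the 3 chip types gave 2924 genes changed between tumor and normal, lower at Benjamini-Hochberg 0.05, and 5231 probe sets changed between tumor and normal, lower at Benjamini-Hochberg 0.05. Leaving out mean values under 5 made the latter 5466, of 15193 tested, and left 269 genes that differed between batches. Without pairs with a low basal list 1783 genes differed between batches, the 11q13 (p = 0.0790), smooth muscle (0.1115) and mast cell (0.125) lists lost their calls, and the squamous and cell cycle relation was -0.288, as it was -0.571 on U133A alone, against 0.127 over all pairs; the cause was not tested. Without pairs with an array nearer the other tissue 598 probe sets found only on U133 Plus 2.0 were called in 4 pairs. That choice of pairs by tissue profile itself favours such calls, and the cause was not tested further. With an estimated correlation 0 lists passed in camera (5 at unadjusted p under 0.05), with p = 0.290 for squamous differentiation, 0.156 for cell cycle, collagen, metalloproteinases and xenobiotic metabolism, 0.326 for interferon, 0.400 for 11q13, 0.228 for 3q, 0.373 for miR-203 genes, 0.578 for smooth muscle, 0.400 for macrophages and 0.424 for mast cells. Fry called 23 lists, adding basal keratinocytes (5.39e-07), cancer testis antigens (3.71e-09), glycolysis (8.57e-07), 9p21 (0.00376), survival genes (3.94e-18), genes of other miRNAs (3.72e-13), gland (4.29e-06), T and NK (0.0148), B and plasma (0.0244), Schwann (0.00251) and adipocytes (0.00967). By chip type, glycolysis (0.00326) and gland (0.0398) passed on U133A, T and NK (0.0136) and gland (0.01155) on U133 Plus 2.0, and cancer testis antigens on U133A 2.0 (0.0441) and U133 Plus 2.0 (0.00612), while 11q13 (0.164), 3q (0.0633), smooth muscle (0.636) and mast cells (0.636) did not on U133 Plus 2.0. There skeletal muscle (0.00037) and endothelium (0.0139) turned upward; the cause was not tested. With arrays centred on their medians basal keratinocytes, glycolysis and genes of other miRNAs passed (each 0.0412).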

Other observations

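All tests of the near-identical tumor arrays and of the pairs without a lower squamous list were chosen only after the result was seen, and the chance splits were not.

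The tumor arrays of 2 patients nearly coincided. A candidate explanation is 1 tumor RNA on both arrays: over 100 probe sets that tie tumor to normal, they correlated with the normal array of the first patient (r = 0.819 and 0.825) and not with that of the second (-0.0569 and -0.0628). Similar tumors of both patients are argued against, since the second tumor array's -0.0628 with its own patient's normal array lay below the lowest such value of the other patients, 0.264. Of the other tumors on U133A 2.0, 65 of 71 were closest to their own normal array there, on probe sets chosen on the same patients. Which step brought this about stays open, and no biological explanation was tested.

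In 17 of 113 pairs the squamous differentiation list was not lower in tumor. An exchange of tumor and normal is argued against for 16 of them, in which at least 1 array lay nearer its own tissue, and stays open for 1. Tumor tissue in the normal sample is argued against as the general cause, since 3 of the 17 normal arrays were on the tumor side for the cell cycle list, although 14 were for the matrix list, and 3 were for both. The tumor side lay past the midpoint of the tissue medians, so a smaller share of tumor tissue stays open. A normal sample without squamous epithelium may account for other pairs, since the basal keratinocyte list was 1 or more (log2) low in 12 normal arrays, 11 of which also had a high muscle list. In 5 of the 17 pairs the tumor array itself held the squamous list at the normal level, less than 1 (log2) below the median normal array or higher. A tumor that keeps squamous differentiation therefore also stays open for these. No biological explanation was tested.

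When tumor and normal were exchanged at random within pairs, only the real assignment (1 of 100) gave as many as 607 genes, and the highest other gave 0. For the 1021 probe sets it was also 1 of 100, with 0 as the highest other. Chance can be excluded for both. For the 12 lists 29 of 100 assignments gave as many and the highest other gave 17, so chance cannot be excluded for the number of lists. For probe sets found only on U133 Plus 2.0, the real count was 0 by limma (3288 at unadjusted p under 0.05), which each of the 32 assignments must reach, so they say nothing about chance (highest other 0).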
